# The *Drosophila* transcriptional network is structured by microbiota

**DOI:** 10.1186/s12864-016-3307-9

**Published:** 2016-11-25

**Authors:** Adam J. Dobson, John M. Chaston, Angela E. Douglas

**Keywords:** Coexpression, *Drosophila*, Gene regulation, Microbiota, Symbiosis, Transcriptional network

## Abstract

**Background:**

Resident microorganisms (microbiota) have far-reaching effects on the biology of their animal hosts, with major consequences for the host’s health and fitness. A full understanding of microbiota-dependent gene regulation requires analysis of the overall architecture of the host transcriptome, by identifying suites of genes that are expressed synchronously. In this study, we investigated the impact of the microbiota on gene coexpression in *Drosophila*.

**Results:**

Our transcriptomic analysis, of 17 lines representative of the global genetic diversity of *Drosophila*, yielded a total of 11 transcriptional modules of co-expressed genes. For seven of these modules, the strength of the transcriptional network (defined as gene-gene coexpression) differed significantly between flies bearing a defined gut microbiota (gnotobiotic flies) and flies reared under microbiologically sterile conditions (axenic flies). Furthermore, gene coexpression was uniformly stronger in these microbiota-dependent modules than in both the microbiota-independent modules in gnotobiotic flies and all modules in axenic flies, indicating that the presence of the microbiota directs gene regulation in a subset of the transcriptome. The genes constituting the microbiota-dependent transcriptional modules include regulators of growth, metabolism and neurophysiology, previously implicated in mediating phenotypic effects of microbiota on *Drosophila* phenotype. Together these results provide the first evidence that the microbiota enhances the coexpression of specific and functionally-related genes relative to the animal’s intrinsic baseline level of coexpression.

**Conclusions:**

Our system-wide analysis demonstrates that the presence of microbiota enhances gene coexpression, thereby structuring the transcriptional network in the animal host. This finding has potentially major implications for understanding of the mechanisms by which microbiota affect host health and fitness, and the ways in which hosts and their resident microbiota coevolve.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3307-9) contains supplementary material, which is available to authorized users.

## Background

There is overwhelming evidence that healthy animals are persistently colonized by benign or beneficial microorganisms [1] and that microbial effects on host phenotype are conserved across animals [2], suggesting that the causal molecular interactions have ancient evolutionary origins. Altered patterns of host gene expression have been observed in transcriptomic and epigenomic analyses of hosts with different microbial complements, indicating that the microbiota influence a great diversity of host functions [3–5]. However, to establish the upstream regulators of these changes, systematic analyses of transcriptome regulation are required. Such analyses of the architecture of the host transcriptome can reflect whether the microbiota affect the overall function of the host gene-regulatory machinery, structuring the flow of information through the signaling networks that coordinate animal phenotype.

Despite the many studies of the effects of the microbiota on transcript abundance, their impact on gene coexpression (i.e., transcriptional networks) has not been investigated. Studies of transcript abundance and gene coexpression both rely on gene expression data, but address distinct questions: The object of gene coexpression analysis is not gene expression, but the coordination of the expression of suites (or “modules”) of genes [6–10]. Differential coexpression analysis (DiffCoEx) identifies modules of genes that show similar changes in coexpression (either relative to each other, relative to the rest of the transcriptome, or both) between conditions, isolating regulatory patterns that are altered or preserved. This approach recognizes that the expression of any one gene is potentially subject to reciprocal interactions from any other gene in the transcriptome, and also mechanisms that govern the expression of many genes (e.g., transcription factors, chromatin modifications, DNA methylation). Therefore, coexpression analysis reflects the transcriptome as a structure composed of circuits of co-regulated genes, accounting for potential feedbacks and pathways in expression, expanding on the view given by analyses of transcript abundance, and revealing patterns of altered transcriptome regulation. Understanding how the microbiota influences host gene-coexpression networks would therefore complement previous analyses of microbiota-dependent changes in gene expression, and provide a powerful indicator of a microbial influence on mechanisms of gene regulation. Microbial influence on the host at this gene regulatory level would be consistent with ancient origins of host-microbe interactions.

The fruit fly *Drosophila melanogaster* is ideally suited for the study of both host-microbe interactions and the architecture of transcriptional networks. The gut microbiota has been characterized, and is readily manipulated [11]. In particular, the microbiota can be eliminated (generating axenic flies) or standardized (gnotobiotic flies), and the presence and composition of the microbiota has robust effects on the fly phenotype [12, 13], with linked effects on host gene expression, especially metabolic and immune genes [11, 14]. Furthermore, *Drosophila* has superb genomic resources, including panels of genetically-variable isolines [15, 16], facilitating analysis of global responses to microbiota treatments.

The goal of this study was to determine the impact of the gut microbiota on the overall architecture of the host transcriptional network. Specifically, by defining patterns of *Drosophila* gene coexpression - rather than studying levels of expression of individual genes as in preceding studies [4, 17, 18] - we interrogated the host transcriptome for a signal that the regulatory mechanisms which coordinate transcription are microbiota-dependent. We studied the transcriptome of male *Drosophila* from genetically diverse lines originating from five continents, in order to obtain sufficient variation in gene expression to identify gene co-regulation by pairwise correlations and, thereby, to infer transcriptional networks. This genetic variation gives assurance that our results would be representative of the global diversity of *Drosophila* (and not specific to an individual genotype or strain). All but one *Drosophila* line (Canton S) were isolines, to ensure that any systematic differences between axenic and gnotobiotic flies could not be attributed to host genetic differences confounding the two microbiological treatments. To further standardize the experimental design, we compared gnotobiotic flies (i.e., with a defined microbiota) to axenic flies (i.e., lacking microbiota), so excluding the known effects of host genotype and stochastic variation on microbiota composition [19, 20].

Our analysis reveals transcriptional modules in *Drosophila*, within which network structure (measured as coexpression of groups of genes) is enhanced in the presence of the microbiota, relative to the hosts’ intrinsic baseline. In other words, symbiosis is required for high levels of gene coexpression amongst multiple *D. melanogaster* transcriptional modules. These results are consistent with a microbial influence on the host at the level of mechanisms of transcriptome regulation.

## Results

Before conducting the transcriptional network analysis of *Drosophila*, genes that were differentially expressed between axenic (germ-free) and gnotobiotic flies (with standardized microbiota) were identified. 

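Gene expression was measured by RNA sequencing of whole male flies, sampled 7 to 9 days after eclosion, from 18 *Drosophila* lines that were each reared axenic and gnotobiotic. Eggs were washed in sodium hypochlorite to remove bacteria, and gnotobiotic flies were made by adding 5 species of *Acetobacter* and *Lactobacillus* to the washed eggs. The paper gives the inoculum as 50 μl per vial, and the sample labels give the same figure in ml. Flies of 5 replicate vials were pooled into 1 library for each line and condition, which gives 36 samples, 18 axenic and 18 gnotobiotic, with the line as the unit of replication. The paper's text counts 17 lines, its Table S6 and the sample labels list 18, and no line is named as left out, so all 18 lines were analysed here. Of these, 4 are inbred lines of the *Drosophila* Genetic Reference Panel (named RAL), 13 belong to the Global Diversity Lines, and Canton-S is an outbred laboratory stock. Libraries were sequenced as 50 bp single-end reads, 6 to a lane, and each of the 6 run numbers that mark the lanes holds both conditions of 3 lines. Lanes largely followed the origin of the lines, although some lanes mixed origins, so lane and line origin can be told apart only in part. Every lane held as many axenic as gnotobiotic samples.

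The authors aligned the reads to the dm6 genome with TopHat2 and counted them per gene with HTSeq, and the values analysed here are these raw counts, without normalization. Genes that overlap were fused by the authors into shared features. Between 21290014 and 42047254 reads per sample were counted on features, with a median of 32925048 in axenic and 33387206 in gnotobiotic samples, and the gnotobiotic sample had more counts in 11 of the 18 lines. At these depths, 3 counts, chosen as the floor of expression in a sample, correspond to between 0.0713 and 0.141 CPM (counts scaled to a library of 1000000 counts). The 10 features with the most counts held 7.54% to 11.8% of a sample's counts. Reads that HTSeq set aside because they aligned to more than 1 place made up 9.67% to 19.9% of those it reported per sample, so the counts of near-identical gene copies are uncertain. No pair of samples looked like a library counted again, since the 2 most similar samples differed in the counts of 15016 features.

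Differential expression was tested with edgeR's quasi-likelihood test on counts normalized by TMM, with the line as a block and microbiota as the effect tested, over the 16478 features with at least 1 count. Coexpression was computed within each condition as Spearman's rho across the 18 lines, on counts divided by the median-of-ratios size factors that the paper's DESeq analysis uses. Variance-stabilized values were computed from the counts with DESeq's formula, and they differ by at most 3.17e-05 from the authors' values over the 898 features of Dataset S2 that could be compared. Differences in coexpression were set against 100 splits of the samples that swapped the axenic and gnotobiotic labels within lines, the real labels included. A lane of 3 lines holds too few samples for a correlation of its own, so values with the lane means subtracted within each condition are given in place of values within lanes.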

Our results (Additional file 1: Text S1; Additional file 2: Table S1; Additional file 3: Figure S1 and Additional file 4: Table S2) are fully congruent with the published studies of microbiota effects on gene expression in laboratory strains [4, 17, 18], indicating that our analysis of the architecture of the *Drosophila* transcriptome (described below) in a genetically diverse panel of wild-type *Drosophila* is relevant to the various laboratory strains used in previous studies.

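With the line as a block, as in the paper's model, 1181 of 16478 features were differentially expressed at an adjusted p of at most 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 387 were higher and 794 were lower in axenic flies. The changes were small for most of these genes, with a median absolute log2 fold change of 0.223, and 45 genes changed by more than 1 on the log2 scale. The direction was shared by at least 15 of the 18 lines for 1076 of the 1181 genes. Without the block, 15 genes passed the same threshold, all of them lower in axenic flies. The pairing of an axenic with a gnotobiotic sample is taken from the line named in the sample labels. Over 12109 genes with at least 10 counts in every sample, the deviations of the 2 samples of a line from their condition means had a median correlation across genes of 0.841, with a range of 0.587 to 0.899. Samples of different lines had a median of -0.0493 and a maximum of 0.180, and each of the 18 axenic and 18 gnotobiotic samples was closest to the sample of its own line. Genes are not independent replicates, so these correlations describe the samples and carry no p-value. With each line left out in turn, the number of differentially expressed genes stayed between 961 and 1198. Leaving out the block was the alternative that moved the number most. From the accord of its gene list with studies of laboratory strains, the paper reasons that its network analysis of a diverse panel is relevant to those strains.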

To address the extent to which gene coexpression (i.e., network structure) of the *Drosophila* transcriptional network is microbiota-dependent, we devised a gene coexpression metric, the distribution of which reflects the tendency of pairs of transcripts to be co-regulated (0 = no co-regulation, 1 = perfect co-regulation), and calculated it for all gene-gene pairs in the transcriptome. The distribution of the coexpression metric differed between axenic and gnotobiotic flies (Kolmogorov-Smirnov test D = 0.0191, *p* < 2.2e-16), and median transcriptome-wide coexpression was reduced in axenic flies relative to gnotobiotic flies (Wilcoxon rank-sum test W = 3.1e16, *p* < 2.2e-16), suggesting that microbiota promotes structure in the *Drosophila* transcriptional network.

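Counts varied between lines in both conditions for 16292 genes, which form 132706486 gene pairs. The median absolute Spearman's rho over these pairs was 0.180595 in axenic flies and 0.188855 in gnotobiotic flies, a difference of 0.00826, or 4.57% of the axenic value. The largest gap between the 2 cumulative distributions was 0.0225. Pairs that share genes and lines are not independent, so the difference was compared with other splits of the samples in place of a test over pairs. Among 100 splits that swapped labels within lines, 12 gave as large a difference in the median and 9 gave as large a gap, the real labels included in both counts. The difference is therefore within the range that labels swapped at random produced. With the lane means subtracted within each condition, which changed the result most, the difference rose to 0.0165 and the gap to 0.0387. From the lower median in axenic flies, the paper reasons that the microbiota promotes structure in the transcriptional network.

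**Figure D1:**
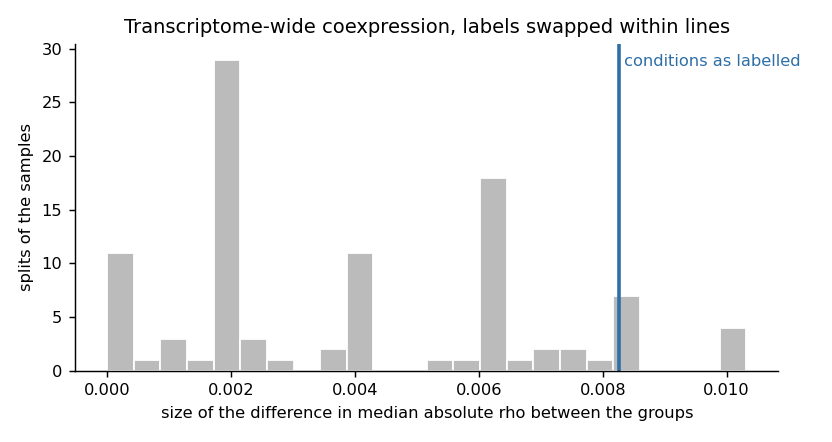
Difference in the median absolute Spearman's rho between 2 groups of 18 samples over all gene pairs, without its sign, for 100 splits that swapped axenic and gnotobiotic labels within lines (bars, number of splits). The vertical line marks the difference of 0.00826 between the conditions as labelled, which 12 of the 100 splits reached.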

We reasoned that the microbiota-dependence of gene coexpression may reflect diminished transcriptome structure in axenic flies that is either generalized across the transcriptome (i.e., linked to generalized malaise) or, alternatively, specific to certain transcriptional modules. To discriminate between these alternatives, we performed differential coexpression (DiffCoEx) analysis [21]. This analysis identifies differences in transcriptome structure between experimental conditions: genes are clustered into modules according to similarity of changes in structure (gene-gene coexpression) across conditions, and significant changes amongst these modules are isolated. 

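DiffCoEx groups genes whose correlations with other genes change in a similar way between conditions, so a module is defined by a shared change and not by a shared expression level. Its steps were written anew from the paper's description, since the packages were not at hand, and applied to the 16292 genes with counts that varied between lines in both conditions. At the paper's settings (tree cut at a height of 0.79, at least 100 genes per module, merging of modules at a height of 0.2), 7744 genes were assigned to 11 modules and 8548 genes were left unassigned. The cut lay at 71.2% of the height range of the tree, and 12 modules were found before merging. The modules held 2592, 988, 874, 784, 500, 395, 377, 370, 327, 296 and 241 genes, in the order of their numbers from 1 to 11. All 1998 genes in the part of Table S3 that could be compared fell in the module that the table gives. The default height of the tree-cutting method assigned all 16292 genes, to 16 modules, and a minimum of 50 genes per module gave 18 modules with 8182 genes. With only the 12109 genes that had at least 10 counts in every sample, 10735 (88.7%, against 47.5% of all genes) were assigned to 12 modules, the largest with 5690 genes. The share of a module's genes among them that fell in the same new module was lowest for module 7 (133 of 290). It was highest for module 2 (793 of 925).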

Of the 16,292 genes submitted to DiffCoEx analysis, 7,744 were assigned to one of 11 modules (Fig. 1a, Additional file 5: Table S3). Permutation testing revealed that seven of these modules, containing 2,994 genes (39% of genes assigned to modules and 18% of the analyzed transcriptome), were differentially coexpressed (DC) between gnotobiotic and axenic flies (Fig. 1b, Additional file 6: Table S4). 

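The dispersion statistic of a module is the root mean squared difference in Spearman's rho between axenic and gnotobiotic flies over its gene pairs. Following the paper, values were scaled within each condition, the 36 samples were split freely into 18 and 18 in 1000 permutations, and modules with a permutation p of at most 0.05 were counted as differentially coexpressed. Of the 11 modules, 4 passed on pairs within the module. Of the 55 pairs of modules, 2 passed on pairs of genes that lie in different modules. The 7 modules involved (4, 5, 6, 7, 8, 9 and 11) held 2994 genes, which is 38.7% of the assigned genes and 18.4% of the genes analysed. The paper's Table S4 lists the number of permutations for all 66 combinations. Each of the 66 numbers found here lies on the same side of the threshold as in the table, and the largest difference was 36 permutations of 1000. When labels were instead swapped only within lines, which treats the line as a replicate block, 8 modules and 17 pairs of modules passed, the largest change among the alternatives. These permutations keep the modules fixed, although the modules were themselves chosen for their difference between the conditions. The paper takes the tests to show that 7 modules were differentially coexpressed.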

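The 4 modules with changes within the module (4, 5, 6 and 8) held 784, 500, 395 and 370 genes, together 2049. The modules that changed in pairs (5 with 11, and 7 with 9) held 500, 241, 377 and 327 genes, together 1445, and module 5 belongs to both forms. Within module 5 the dispersion was 0.472, and none of 1000 permutations reached it (p = 0.001, the smallest that 1000 permutations can give). Module 8 had a dispersion of 0.463 (permutation p = 0.002), module 6 of 0.410 (permutation p = 0.003) and module 4 of 0.399 (permutation p = 0.014). Between modules 5 and 11 the dispersion was 0.436 (permutation p = 0.006), and between modules 7 and 9 it was 0.425 (permutation p = 0.024). The next lowest p-values belonged to module 7 (dispersion 0.350, permutation p = 0.091), modules 3 and 8 (dispersion 0.366, permutation p = 0.098) and module 10 (dispersion 0.353, permutation p = 0.107). When labels were permuted only within lines, 8 modules passed in all, modules 7 (permutation p = 0.001) and 10 (permutation p = 0.003) among them. All these permutations keep the modules derived from the real labels, which favours the real labels. With each line left out in turn, p stayed at or below 0.009 for modules 5, 6 and 8 and at or below 0.021 for modules 5 and 11. For module 4 it ranged from 0.008 to 0.077, the highest without line B04, and for modules 7 and 9 from 0.012 to 0.13, the highest also without B04. With lane means subtracted within each condition, p for module 6 rose to 0.275, the largest shift among the 6 sets that passed. Permutation p was 0.001 for modules 4, 5 and 8, 0.027 for modules 5 and 11, and 0.036 for modules 7 and 9.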

Differential network structure took two forms: four modules (4, 5, 6, 8), collectively containing 1,169 genes, showed significant changes in within-module structure upon elimination of the microbiota; and two pairs of modules (5 & 11, and 7 & 9), collectively containing 1,011 genes, showed significant changes in gene-gene correlations between modules (Additional file 6: Table S4). Consistent with transcriptome-wide patterns indicating enhanced structuring of host gene expression by the microbiota, most of these changes represented more strongly directed coexpression in gnotobiotic flies relative to axenic flies (Fig. 1c). 

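The coexpression index is the squared Spearman's rho of a gene pair, so it measures the strength of coexpression whatever its sign. Its median rose from 0.0405 in axenic to 0.196 in gnotobiotic flies within module 4, from 0.0407 to 0.282 within module 5, from 0.134 to 0.395 within module 6 and from 0.0364 to 0.222 within module 8. For each of these 4 modules, no other of the 100 splits that swapped labels within lines gave as large a difference, so the share is 0.01, the smallest that 100 splits can give. The modules were derived from the real labels and held fixed in the splits, which favours the real labels. When modules were derived anew for each of 100 splits on a sample of 3000 genes, 50 splits had as many genes in modules past the permutation threshold and 61 had as large a highest dispersion. Between modules 5 and 11 the median rose from 0.0422 to 0.240, a difference that 2 of the 100 splits reached. With each line left out in turn, the difference stayed between 0.108 and 0.171 for module 4, between 0.187 and 0.263 for module 5, between 0.226 and 0.286 for module 6 and between 0.137 and 0.204 for module 8. Subtracting the lane means within each condition had the largest effect on a module. It left a difference of 0.0180 in module 6, which 54 of 100 splits reached, against 0.0698 in module 4, 0.215 in module 5, 0.233 in module 8 and 0.161 between modules 5 and 11. Citing its network diagrams, the paper concludes that most changes represented more strongly directed coexpression with the microbiota.

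**Figure D2:**
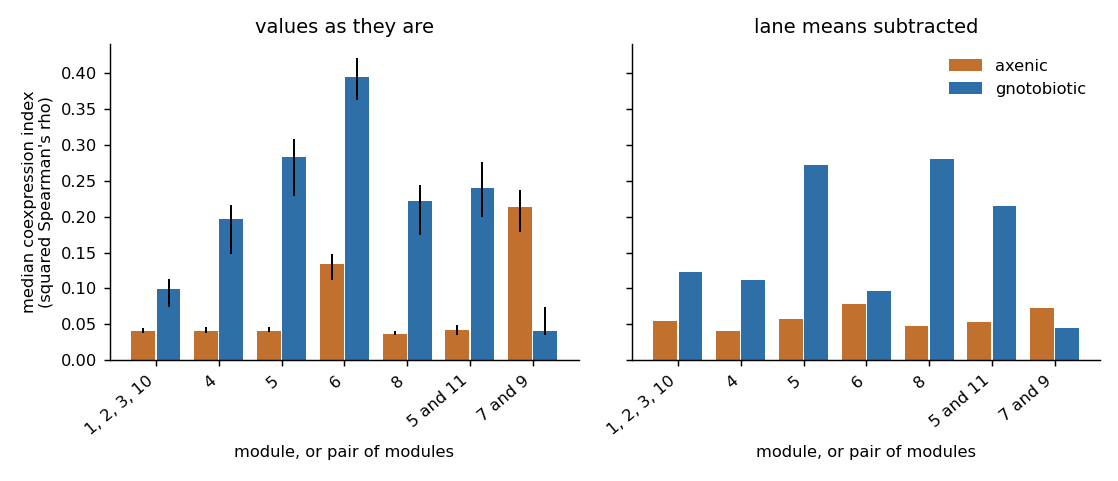
Median coexpression index (squared Spearman's rho across 18 lines, no unit) of gene pairs within or between modules in axenic (brown) and gnotobiotic flies (blue), for values as they are (left) and with lane means subtracted (right). Black lines on the left span the medians with each line left out in turn. In module 6 the gnotobiotic median of 0.395 on the left is 0.0965 on the right, against 0.0785 for axenic flies.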

This result cannot be explained by the microbiota suppressing variation in gene expression, because this variation in expression was not greater in axenic flies than in gnotobiotic flies (Additional file 7: Figure S2). 

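The coefficient of variation of each gene, its standard deviation across the 18 lines over its mean, was computed on variance-stabilized values in each condition. Its median over 16292 genes was 0.0214 in axenic and 0.0246 in gnotobiotic flies. The median log2 ratio of axenic over gnotobiotic was -0.160, and 4628 genes (28.4%) were more variable in axenic flies. Of 100 splits that swapped labels within lines, 2 gave as large a median ratio. Across genes, the coefficients of variation in the 2 conditions had a Kendall's tau of 0.702, a measure over genes, which are not independent replicates. The median log2 ratio was below 0 in each of the 11 modules, from -0.170 in module 7 to -0.429 in module 5. In modules 4, 5, 6 and 8 the number of splits with as large a ratio was 1, 2, 3 and 3 of 100, while in modules 7, 9 and 11 it was 14, 18 and 6. With each line left out in turn, the ratio over all genes stayed between -0.171 and -0.142. Restricting the genes to those with at least 10 counts in every sample moved it most, to -0.213. Because variation was not greater in axenic flies, the paper reasons that the gain in coexpression cannot be explained by the microbiota suppressing variation in gene expression.

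**Figure D3:**
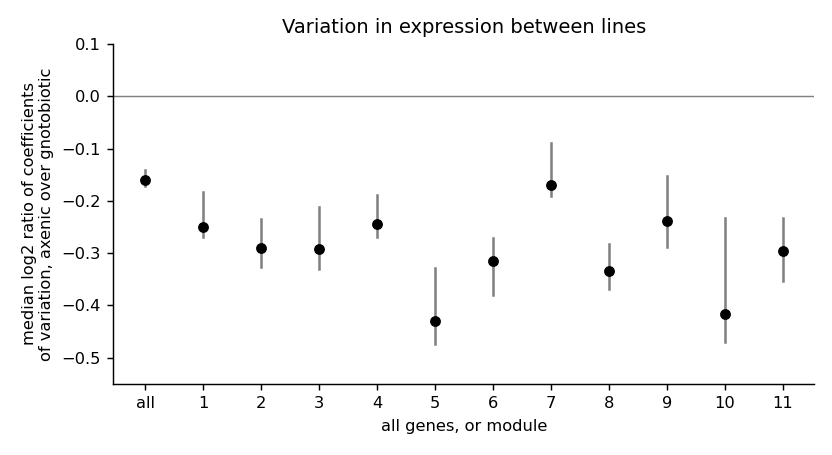
Median log2 ratio of the coefficients of variation across lines, axenic over gnotobiotic, for all genes and for each module (points). Grey lines span the values with each line left out in turn. All points lie below 0, from -0.160 for all genes to -0.429 for module 5.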

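For pairs of a gene in module 7 (377 genes) and a gene in module 9 (327 genes), the median coexpression index was 0.213 in axenic flies and 0.0413 in gnotobiotic flies, so it fell by 0.171, and 2 of 100 splits that swapped labels within lines gave a difference as large, with modules that were derived from the real labels and held fixed. Within module 7 the median was also lower in gnotobiotic flies, at 0.0759 against 0.178, and the dispersion within that module did not pass the threshold with labels permuted freely (permutation p = 0.091), but did with labels permuted only within lines (permutation p = 0.001). Within module 9 the median was 0.3003 in axenic and 0.369 in gnotobiotic flies. Leaving out a line kept the difference between modules 7 and 9 within -0.192 and -0.135. With lane means subtracted it shrank to -0.0278, the alternative that moved it most, and 3 of 100 splits reached that value. When the gnotobiotic values were taken from pairs within modules 1 and 2, as that script indexes them, the difference was -0.0533. On the fall in coexpression between modules 7 and 9, the paper bases its proposal that certain host networks are suppressed by the microbiota.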

However, coexpression of genes in module-7 and module-9 was enhanced in axenic flies relative to gnotobiotic flies (Fig. 1c), suggesting that certain host transcriptional networks are suppressed by the microbiota. Mean expression of each module is presented in (Additional file 8: Figure S3). 

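Mean expression per module was computed for each sample from variance-stabilized values (a log2-like scale), and the gnotobiotic and axenic samples of a line were compared in a paired permutation test with Benjamini-Hochberg adjustment over the 11 modules. Module 11 had the largest change, with a mean of 10.48 ± 0.315 (SD, n = 18 lines) in gnotobiotic and 10.62 ± 0.235 in axenic flies. The difference of -0.146 was shared in direction by 14 of 18 lines (adjusted p = 0.0191 in the paired permutation test). Module 1 was higher in gnotobiotic flies by 0.0193 (adjusted p = 0.0191 in the same test, 14 of 18 lines) and module 7 by 0.0325 (adjusted p = 0.0253, 13 of 18 lines). Without line I16 these differences were 0.0105 and 0.0188, the lowest of the fits that left out a line. The result for module 7 changed in 3 of 18 such fits. The difference for module 11 stayed between -0.163 and -0.126. The other 8 modules had adjusted p-values of 0.144 and above, with differences between -0.0407 and 0.0300, so the modules with changed coexpression within them (4, 5, 6 and 8) showed no change in mean expression that this test detects. On log2 CPM with a pseudocount of 1, the alternative that changed most modules, modules 3, 6, 9 and 11 passed 0.05 and modules 1 and 7 did not.

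**Figure D4:**
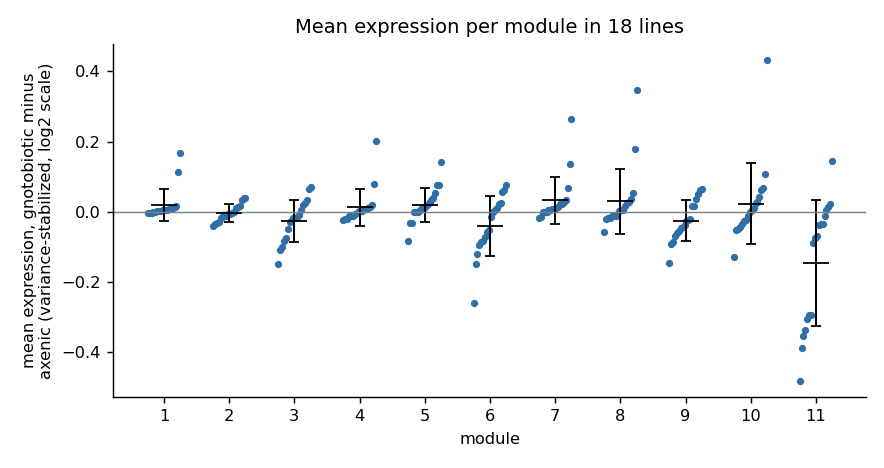
Difference in mean variance-stabilized expression (gnotobiotic minus axenic, log2-like scale) for each module, with a point per line (18 lines), the mean as a horizontal line and bars of 1 SD. Module 11 has the lowest mean difference, -0.146, and the other modules lie between -0.0407 and 0.0325.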

This analysis demonstrated that elimination of the microbiota both de-structures and re-structures the fly transcriptional network.

**Fig. 1:**
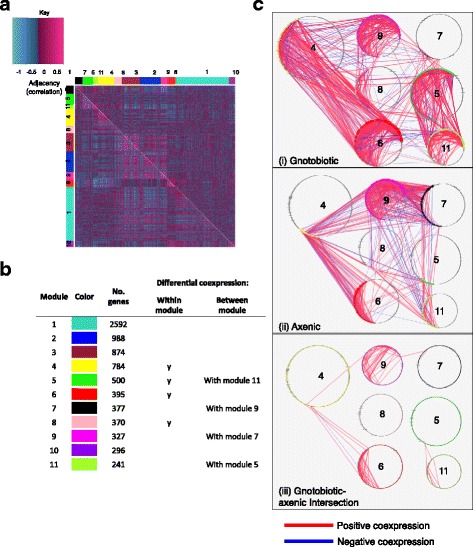
The microbiota changes transcriptional network structure in specific modules. **a** The heatmap shows the structure of pairwise gene-gene correlations amongst the *Drosophila* lines. Gene-gene coexpression is significantly greater in gnotobiotic flies than in axenic flies (Wilcoxon rank-sum, *p* < 0.00001). The largest changes in transcript-transcript correlations between axenic (*top-right*) and gnotobiotic (*bottom-left*) conditions are confined to specific transcriptional modules. Genes are organized by assignments to modules, represented by the colored side-bars. **b** Description of each module (Additional file 5: Table S3 for details). Significantly differential coexpression was determined by permutation testing (Additional file 6: Table S4). "Y" indicates differential coexpression within a module. **c** Network diagrams of differentially expressed transcriptional modules. Nodes represent genes, numbered by module assignment. Edges represent correlations between nodes above/below a threshold of Spearman's *rho* 0.75 or −0.75

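The comparison over all gene pairs held its direction under each alternative. Medians of the absolute correlation were 0.183325 in axenic and 0.196 in gnotobiotic flies with Pearson's r on variance-stabilized values. On TMM-normalized CPM they were 0.180595 and 0.188855, the same as in the main setting, and for single genes without the fused features the difference was also 0.00826. For the 12109 genes with at least 10 counts in every sample the medians were 0.188855 and 0.203, a difference of 0.0145. With each line left out in turn, the difference stayed between 0.00626 (without I16) and 0.011 (without I34), and the gap between the distributions between 0.0166 (without B04) and 0.0259 (without I34). The rank-sum test named in the legend is over gene pairs, of which there were 132706486 here, and these pairs come from 18 independent lines in each condition.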

Our network analysis revealed distinct microbiota-dependent and microbiota-independent transcriptional modules in axenic and gnotobiotic flies. Identifying the sign of these differences between axenic and gnotobiotic flies allowed us to ask whether the effects of microbiota on network structure represented enhanced coexpression in gnotobiotic flies, or diminished coexpression in axenic flies. These alternatives could be distinguished because microbiota-independent modules represent a null model of coexpressed modules: coexpression in these modules did not differ significantly between axenic and gnotobiotic flies and therefore is representative of the host's intrinsic baseline, independent of the influence of the microbiota. We therefore analyzed whether coexpression in DC modules was greater than the null in gnotobiotic flies (gain of coexpression), or less than the null in axenic flies (loss of coexpression). 

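Microbiota-independent modules (1, 2, 3 and 10) were pooled as the null distribution of coexpression. All pairs of this group's genes, within and across its modules, had a median index of 0.0405 in axenic and 0.0991 in gnotobiotic flies. The medians of single modules that follow cover only pairs within a module, so the pool is not a like measure for them. In gnotobiotic flies the medians of modules 4, 5, 6 and 8 were 0.196, 0.282, 0.395 and 0.222, and that of modules 5 and 11 was 0.240, all above the pooled 0.0991. In axenic flies modules 4, 5 and 8 had medians of 0.0405, 0.0407 and 0.0364, beside the pooled 0.0405, while module 6 (0.134) and modules 7 and 9 (0.213) lay higher. Leaving out any line kept the difference between conditions in the pooled modules between 0.0319 and 0.0687. Taking all pairs of assigned genes outside the differentially coexpressed sets, as the authors' script does and an alternative added after the files were seen, the medians were 0.0397 in axenic and 0.0598 in gnotobiotic flies, and this setting lowered the null most. With lane means subtracted, the gnotobiotic median of module 6 (0.0965) was below that of the pooled modules (0.122).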

Coexpression was enhanced in DC modules relative to non-DC modules in gnotobiotic flies, but was equivalent across modules in axenic flies (Fig. 2). This result indicates that the microbiota enhances the structure of specific transcriptional subnetworks above the host's intrinsic baseline.

**Fig. 2:**
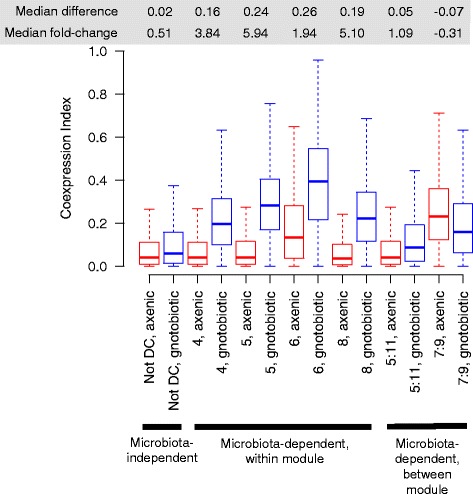
Microbiota generally increases gene coexpression above host-intrinsic capacity. The box plots show the strength of network structure (distributions of the coexpression index: unsigned squared Spearman's rho) for microbiota-independent modules (grouped together: the null distribution of coexpression, not differentially coexpressed (not DC)), each module with microbiota-dependent coexpression within the module, or between pairs of modules. For all microbiota-dependent modules except between modules 7 & 9, gene-gene coexpression is greater in gnotobiotic flies relative to axenic flies and microbiota-independent modules, indicating that the microbiota promotes network structure above the host's intrinsic capacity

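Taken separately, the microbiota-independent modules differed in their median index. It was 0.0341 in axenic and 0.0865 in gnotobiotic flies for module 1, 0.130 and 0.160 for module 2, 0.166 and 0.234 for module 3, and 0.125 and 0.331 for module 10. Module 1 holds 2592 of the 4750 genes of the group, so it weighs most in the pooled null. That null also holds pairs of genes from different modules. The gnotobiotic median of module 10 lay above those of modules 4, 5 and 8, and its dispersion did not pass the threshold with labels permuted freely (permutation p = 0.107), but did with labels permuted only within lines (permutation p = 0.003). Its place among the microbiota-independent modules thus depends on the permutation scheme. Counting only genes with at least 10 counts in every sample raised the pooled medians to 0.0439 and 0.115.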

Having established that the microbiota enhances structure in specific transcriptional networks, we investigated the functions associated with those networks, first at the level of specific key genes. The DC modules contained many genes that are evolutionarily conserved and key regulators of growth and metabolism. The genes assigned to DC modules (Additional file 5: Table S3) code for proteins including the insulin receptor *InR,* along with its substrate *chico* and adaptor *Lnk*; jelly belly (an activator of Pi3K signaling, along with the insulin receptor); the TOR pathway members *Thor*, *Rheb* and *Rag* proteins; Spätzle processing enzyme; the lipase *Brummer*; *sugar baby*; sterol regulatory element binding protein (*SREBP*) and *SREBP cleavage activating protein*; maltases; multiple growth factors; glucose dehydrogenase; the glucose transporter *Glut1* and the downstream energy sensing kinase *AMPK*; transcription factors including the IMD factor *Relish*; the receptor of adipokinetic hormone (the invertebrate analogue of glucagon) *AkhR*; members of the RNA polymerase complex, and many more genes with known fundamental roles in coordinating cellular signaling, growth and metabolism. 

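The 18 genes that the paper names individually all fell in differentially coexpressed modules when modules were derived from the counts. *InR*, *chico*, *Lnk*, *Thor*, *Rheb*, *SPE* (Spätzle processing enzyme), *bmm* (*Brummer*), *sug* (*sugar baby*), *SREBP*, *SCAP*, *AMPKalpha*, *Rel* (*Relish*) and *AkhR* lay in module 5, *jeb* (*jelly belly*) and *Glut1* in module 6, *RagA-B* in module 4, *RagC-D* in module 7 and *Gld* (glucose dehydrogenase) in module 11. Module membership says that a gene's correlations changed, and their mean expression changed less often. Of these 18 genes, *bmm*, *sug*, *SREBP*, *Rel* and *AkhR* were differentially expressed at an adjusted p of at most 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *bmm*, a lipase gene on 3L from 14776496 to 14786412 (dm6), rose from 141.6 ± 37.6 CPM (SD, n = 18 lines) in axenic to 211.8 ± 82.5 in gnotobiotic flies. Its log2 fold change was 0.535 (standard error 0.0897, adjusted p = 3.05e-04 from the same test), with the same direction in 17 of 18 lines. *SREBP*, on 3L from 19793935 to 19798979, was higher in all 18 gnotobiotic pools by 0.248 on the log2 scale (standard error 0.0398, adjusted p = 2.05e-04 from that test). *Rel*, on 3R from 9044183 to 9047977, was higher by 0.333 (standard error 0.0510, adjusted p = 1.24e-04 from edgeR's test, 17 lines). Expression fell by 0.511 for *sug* (adjusted p = 0.0075 from edgeR's test, 16 lines) and by 0.4345 for *AkhR* (adjusted p = 0.00304, 15 lines). With each line left out in turn, the result for *sug* changed in 9 of 18 fits (highest adjusted p of edgeR's test 0.0156). *InR*, on 3R from 21570248 to 21619321, had a log2 fold change of 0.249 (standard error 0.104, adjusted p = 0.115 from edgeR's test) and was higher in 10 of 18 lines, which does not pass the threshold. Depth did not limit these genes, the lowest count of any of them in a sample being 156, for *sug*. Without the block for lines, the alternative that changed them most, none of the 18 passed the threshold, and the adjusted p of edgeR's test was 0.0871 for *bmm* and 0.0503 for *SREBP*. From their membership of these modules, the paper reasons that the microbiota promotes the coexpression of genes in major signaling pathways.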

Taken together, these results indicate that the microbiota promotes the coexpression of many genes contributing to major signaling pathways.

To investigate the effect of the microbiota on gene coexpression further, we focused on the insulin-like signaling (IIS) and target of rapamycin (TOR) signaling pathways, which together play a key role in coordinating the response of larval growth and adult physiology to nutrient availability. Genetic lesions in these pathways have previously been shown to alter the physiological response of *Drosophila* to elimination of the microbiota [22, 23]. We found six components of IIS and five components of TOR amongst the differentially coexpressed modules. 

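The 6 components of IIS that fell in differentially coexpressed modules were *Ilp1* (module 4), *InR*, *chico*, *Lnk* and *Pi3K59F* (module 5) and *Akt* (module 6). The 5 components of TOR, taken from Fig. 3, were *slif* (module 8), *RagA-B* (module 4), *Rheb* and *Thor* (module 5) and *S6kII* (module 7). The paper's text on these components does not name *S6kII*. *RagC-D* (module 7) was not among the 5, although the paper counts Rag proteins as TOR members, and was left out of the tests of pairs. Their expression differed widely in level. *Thor* had 241 ± 53.5 CPM (SD, n = 18 lines) in axenic and 326 ± 127 in gnotobiotic flies, whereas *Ilp1*, on 3L from 9798420 to 9799050 (dm6), had 0.103 ± 0.0638 and 0.0870 ± 0.0523. Counts of *Ilp1* ranged from 0 to 9 per sample, near the floor of 3 counts, so its ranks across lines rest on few reads. Of the 11 genes, only *Pi3K59F* was differentially expressed, with a log2 fold change of 0.193 (standard error 0.0343, adjusted p = 5.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17 of 18 lines).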

IIS in *Drosophila* consists of circulating insulin-like peptides (ILPs) which are sensed by the insulin receptor *InR*, resulting in phosphorylation and nuclear exclusion of the transcription factor dFOXO. IIS components amongst DC modules included *Ilp1*, *InR* and intracellular proteins, but not *FoxO*, suggesting that the interactive effects of microbiota and IIS on *Drosophila* phenotype are mediated at the level of disrupted coexpression of *InR* and components of the downstream Pi3K pathway (Fig. 3). 

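Coexpression within IIS was measured over 21 pairs of 7 genes, *foxo* included as in Fig. 3. Their mean Spearman's rho was 0.184 in axenic and 0.487 in gnotobiotic flies, a difference of 0.304 (permutation p = 0.0408 from 100000 swaps of labels within lines, adjusted p = 0.245 over the 6 kinds of pairs tested). Negative values were found for 6 of the 21 pairs in axenic and 2 in gnotobiotic flies. The 6 kinds are the pairs within and between the IIS, TOR and AMPK genes, and no other kind had a permutation p below 0.2199. *InR* and *Akt* were the strongest IIS pair in axenic flies, with a rho of 0.750 (permutation p = 5.40e-04) and a Pearson's r of 0.880 (permutation p = 5.00e-05). In gnotobiotic flies their rho was 0.862 (permutation p = 3.00e-05) and their r 0.809 (permutation p = 1e-04). Adjusted over the 182 relations of the family, the p-values of rho were 0.0197 and 0.00273, and those of r 0.00227 and 0.00364. Without the 2 lines farthest from the median of *Akt*, r was 0.676 in axenic and 0.757 in gnotobiotic flies. *foxo* lay in module 1, a microbiota-independent module. From these memberships, the paper proposes that microbiota and IIS jointly affect the fly through disrupted coexpression of *InR* and of downstream Pi3K components.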

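Within TOR, the 10 pairs of *slif*, *RagA-B*, *Rheb*, *Thor* and *S6kII* had a mean Spearman's rho of 0.0885 in axenic and 0.110 in gnotobiotic flies, a difference of 0.0211 that did not exceed those of swapped labels (permutation p = 0.881, adjusted p = 0.881 over the 6 kinds of pairs tested). Negative pairs numbered 6 in axenic and 4 in gnotobiotic flies. *Rheb* and *Thor* had the highest rho in gnotobiotic flies, at 0.849 (permutation p = 1e-05, the smallest that 100000 permutations can give, and 0.00182 after adjustment over 182 relations). Their Pearson's r was 0.841 (permutation p = 2e-05, adjusted p = 0.00121) and stayed at 0.797 without the 2 lines farthest from the median of *Rheb*. In axenic flies the same pair had a rho of 0.490 (permutation p = 0.0412, adjusted p = 0.171) and an r of 0.601 (permutation p = 0.00996, adjusted p = 0.0623). Lanes of 3 lines are too small to recompute the relation within them. On mean expression, *Thor* was higher in gnotobiotic flies by 0.365 on the log2 scale, in 15 of 18 lines (standard error 0.121, adjusted p = 0.0465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold of 0.01.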

The components of TOR which were amongst the differentially coexpressed modules were *Slif*, *RagA-B*, *Rheb*, and *Thor* (Fig. 3)*.* Since amino acid sensing by *Slif* feeds into TOR to regulate multiple outputs including the elongation factor *Thor*, this result suggests a requirement for the microbiota to coordinate translation with amino acid availability. Corresponding to altered coexpression of components within each pathway, more genes were negatively coexpressed between IIS and TOR in axenic flies than in gnotobiotic flies. 

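Between the 7 IIS and 5 TOR genes there are 35 pairs. Over the 18 lines, 17 of them had a negative Spearman's rho in axenic flies and 17 in gnotobiotic flies (permutation p = 1 from 100000 swaps of labels within lines). Their mean rho was 0.00716 in axenic and 0.130 in gnotobiotic flies, a difference of 0.123 (permutation p = 0.259). Over the 14 lines outside the Genetic Reference Panel, 18 pairs were negative in axenic and 9 in gnotobiotic flies (permutation p = 0.218), and this alternative moved the number of pairs most. With Pearson's r on variance-stabilized values the numbers were 17 and 11 (permutation p = 0.727). Across the 18 fits without a line, the number of negative pairs in axenic minus gnotobiotic flies ranged from -4 to 5. Once lane means were subtracted, 11 pairs were negative in axenic and 16 in gnotobiotic flies, and the difference in mean rho was -0.00183. Neither the number of negative pairs nor the mean rho thus differed between the conditions by more than labels swapped within lines did. The paper states that negative coexpression between IIS and TOR genes was more frequent in axenic flies.

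**Figure D5:**
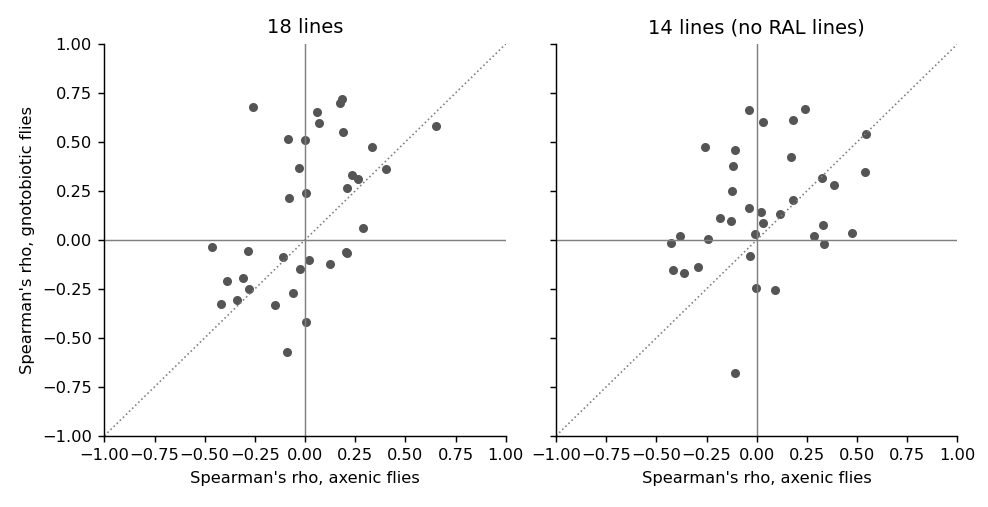
Spearman's rho of the 35 pairs of an IIS and a TOR gene in gnotobiotic flies (vertical axis) against axenic flies (horizontal axis), over 18 lines (left) and over the 14 lines outside the Genetic Reference Panel (right), with a point per pair. The dotted diagonal marks equal values. In the left panel 17 points lie below 0 on each axis, and in the right panel 18 lie below 0 on the horizontal and 9 on the vertical axis.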

This may be due to changes to the availability of dietary protein relative to carbohydrate in axenic flies [20, 24]. Altogether our results demonstrate that the microbiota regulate the coexpression of genes in these pathways.

**Fig. 3:**
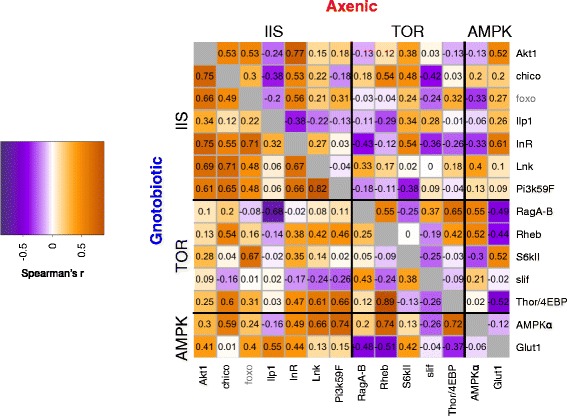
Genes in nutrient signaling networks require microbiota for structured coexpression. Modules exhibiting microbiota-dependent structure included genes with key roles in the IIS/TOR/AMPK nutrient signaling network. Pairwise coexpression (Spearman's Rho) of genes in the IIS/TOR/AMPK network [38, 39] is presented, for genes in differentially coexpressed modules. FoxO was not clustered into a DC module, but is plotted in the figure since it is the major transcriptional output of IIS. Numbers in each cell represent correlation coefficients. The figure demonstrates that the microbiota affects the regulation of these networks at the level of structured gene coexpression

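The 14 genes of the IIS, TOR and AMPK network form 91 pairs, and each was tested in both conditions across the 18 lines, 182 relations in all. At an adjusted permutation p of at most 0.05 for Spearman's rho, 3 pairs passed in axenic and 17 in gnotobiotic flies, all of them positive. A pair that passed in 1 condition alone is not thereby shown to differ between the conditions, which was tested only for the mean over each kind of pair. Pairs of an AMPK and an IIS gene had a mean rho of 0.204 in axenic and 0.407 in gnotobiotic flies (permutation p = 0.2199, adjusted p = 0.519 over the 6 kinds of pairs). The lowest rho in gnotobiotic flies was that of *Ilp1* and *RagA-B*, at -0.572 (permutation p = 0.0145, adjusted p = 0.102), with a Pearson's r of -0.504 (permutation p = 0.0328, adjusted p = 0.139) that became -0.714 without the 2 lines farthest from the median of *Ilp1*. In axenic flies its rho was -0.0877 (permutation p = 0.727).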

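*foxo*, on 3R from 14056945 to 14087978 (dm6), had 112.7 ± 11.3 CPM (SD, n = 18 lines) in axenic and 118.3 ± 16.9 in gnotobiotic flies and was not differentially expressed (log2 fold change 0.0644, standard error 0.0426, adjusted p = 0.337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell in module 1, whose permutation p was 0.528. With *InR*, its rho was 0.439 in axenic (permutation p = 0.0696, adjusted p = 0.248) and 0.794 in gnotobiotic flies (permutation p = 1e-04, adjusted p = 0.00591), and its Pearson's r 0.470 (permutation p = 0.0443, adjusted p = 0.169) and 0.812 (permutation p = 1e-05, the smallest possible, adjusted p = 0.00121). Without the 2 lines farthest from the median of *foxo*, r was 0.322 in axenic and 0.802 in gnotobiotic flies. Leaving *foxo* out of the IIS genes, an alternative added after the files were seen, left 15 negative pairs with TOR genes of 30 in each condition.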

To gain an overview of the possible functional impact of the microbiota's role in network structuring, we tested for enrichment of GO terms associated with each module (Additional file 9: Table S5). This analysis indicated distinct functional roles for each of the differentially coexpressed modules, and that specific DC modules regulate specific processes in a microbiota-dependent manner. These processes included module-specific regulation of mitosis (module 7), lipid metabolism (module 5), metabolism (modules 11, 8 and 9), neurophysiology and behaviour (module 6), and gene expression and nucleic acid metabolism (module 4). The only GO term under-represented in any individual module relative to the genomic background was translation, with respect to module 5. Collectively, the microbiota-dependent modules were under-represented in genes involved in mRNA binding. The strong over-representation of GO terms in specific DC modules, and the parallel deficit of under-representation, revealed no evidence for functions that are specifically insulated from the effect of the microbiota, and that biological changes associated with perturbation of the microbiota can be associated specifically with changes to gene coexpression in distinct transcriptional modules. Extensive further study is needed to fully evaluate how the coexpression of genes in these pathways manifests at the level of host phenotypes. Nevertheless, our results show that the coordination of regulatory networks with evolutionarily conserved roles in matching growth to nutrient availability are promoted by the microbiota, relative to the condition in axenic flies and in transcriptional modules that are independent of the microbiota.

## Discussion

Axenic animals provide a powerful tool to study how resident microorganisms influence the phenotype of their animal hosts [11, 25]. In this study, we identified effects of microbiota on gene coexpression in 18% of the host transcriptional network, revealing that the flow of information in *Drosophila* transcriptional networks is microbiota-dependent.

A key aspect of the structure of the *Drosophila* transcriptome revealed in this study is that, in microbiota-dependent modules, network structure (i.e., gene coexpression) is enhanced in gnotobiotic flies, relative to both microbiota-independent modules in gnotobiotic flies, and the entire transcriptional network in axenic flies. In other words, the microbiota enhances the coordination of gene expression within and among particular transcriptional modules, promoting gene coexpression above levels observed in the absence of the microbiota. This observation may be indicative of more directed function in gnotobiotic flies of the mechanisms coordinating transcription of multiple genes. The phenotypic consequences of such a change to the architecture of the transcriptome remain to be established. This enhanced coexpression may be due to an adaptive benefit to one or both of the host and microbiota; or a relaxation of a constraint on the host in the presence of the microbiota, permitting enhanced coexpression amongst specific modules.

The microbial influence on the overall architecture of the transcriptome is specific to particular modules of coexpressed genes. Of the 11 modules identified, four modules (comprising 61% of genes in the network) showed no significant structural alterations between gnotobiotic and axenic flies, but the seven modules that did exhibit microbiota-dependent structure are dominated by genes with metabolic and immunological functions. 

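The 4 modules that passed neither form of the test (1, 2, 3 and 10) held 2592, 988, 874 and 296 genes, together 4750, which is 61.3% of the 7744 assigned genes and 29.2% of the 16292 genes analysed. Their within-module permutation p-values were 0.528, 1, 1 and 0.107. When labels were swapped only within lines, module 10 had a permutation p of 0.003, and 8 of the 11 modules passed in all. Differentially expressed genes made up 8.92% of the genes in the 7 differentially coexpressed modules (267 of 2994). They numbered 146 among the 4750 genes of the 4 other modules and 767 among the 8548 unassigned genes. Pooled, the features outside the 7 modules held 6.78%, which hides the difference between these groups. The paper concludes from the division of the modules that the influence of the microbiota on the transcriptome is specific to particular modules.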

These results are congruent with published evidence for microbial effects on vitamin, sugar and amino acid nutrition [13, 24, 26–28], as well as immune responses, digestion and gut cell division [13, 17, 29–31]. Altered coexpression of metabolic and signaling regulators may account for data showing that the effects of dietary change on nutrient stores are exaggerated in axenic flies, relative to flies with an unmanipulated microbiota [13]. The apparent module-specific influence of the microbiota, and the observation that coexpression is elevated in gnotobiotic flies, suggests that the activity of specific transcriptional regulators is enhanced by the microbiota. In turn, this suggestion implies that animals have evolved adaptive responses to specific signals, resulting in the observed effects of the microbiota on animal phenotype.

To our knowledge, this study is the first to show that that the microbiota influences the transcriptional network of an animal, since previous work has focused on the expression level of individual genes. These results indicate that the microbiota can direct the function of yet-unidentified regulators of gene expression. To identify causal gene-regulatory mechanisms requires identification of upstream endocrine and metabolic cues, including transcriptome-regulatory infochemicals. Furthermore, the magnitude and direction of these effects may vary with sex and diet (this study focused on male flies raised on a relatively rich diet) and between different organs of the body (this study was conducted on whole bodies).

Our findings raise two key questions of general significance: Why does the microbiota influence structure of only a subset of transcriptional modules; and why should these changes tend towards enhancing transcriptional coexpression? We hypothesize that the microbiota-dependence of coexpression in specific transcriptional modules is the result of host-microbiota coevolution, potentially involving microbial manipulation of host transcription, host reinforcement of transcription to control against microbial manipulation, and mutually beneficial transcriptional responses to symbiosis [32]. Further studies to compare the costs and adaptive benefits of variation in the strength of gene coexpression are required in order to test this hypothesis. Furthermore, our results suggest that the microbiota-dependent modules play roles in regulating the evolutionarily conserved phenomena of microbiota-dependent changes in metabolic rate, growth rate and nutrient allocation [22, 23, 27, 28, 33, 34]. We propose that a greater consideration of the microbial influence on the global architecture of the transcriptome will prove to be of broad biological relevance, by enhancing our understanding of the mechanisms by which microbiota influence animal health and symbioses evolve.

## Conclusions

Our transcriptome analysis reveals that the gut microbiota of *Drosophila* influences the strength of gene coexpression for a portion of the host transcriptome. The microbiota-dependent transcriptional modules include genes known to regulate host traits in a fashion that is influenced by the microbiota, suggesting that the microbiota may influence host phenotype, not only by altering the expression of individual genes, but also by their effects on the patterns of host gene coexpression. This specificity of the effect of the microbiota on host transcriptional networks may result from animal-microbial coevolution.

## Methods

### The flies and bacteria

*Drosophila melanogaster* lines (Additional file 10: Table S6) were reared on a yeast-glucose diet (10% yeast (MP Biomedicals 903312), 10% glucose (Sigma 158968), 1.2% agar (Apex 66–103), 0.04% phosphoric acid (Sigma), and 0.42% propionic acid (Sigma)) at 25 °C on a 12:12 light cycle. Experimental cultures of all lines were prepared, reared and sampled as a single experimental block. To produce gnotobiotic and axenic flies, eggs were collected from grape juice agar plates (10% yeast, 10% glucose, 11.3% Welch’s concentrated grape juice) within 20 h of laying, washed for 5min in 0.6% sodium hypochlorite, rinsed with sterile water, and transferred aseptically with a sterilized paint brush in a laminar flow hood to 7.5 ml sterile yeast-glucose diet (also 10% yeast, 10% glucose) in 50 ml Falcon tubes at a density of ~30 eggs per vial, as in [12]. For each line, ten vials were prepared. Five vials were left without further manipulation to develop under bacteria-free conditions. In the remaining five vials, gnotobiotic flies were created by immediately inoculating the transferred eggs with 50 μl 10^8^ colony forming units (CFU) ml^−1^ of bacteria, comprising 5 species in equal proportions: *Acetobacter pomorum* DmCS_004*,* A. *tropicalis* DmCS_006, *Lactobacillus brevis* DmCS_003*, L. fructivorans* DmCS_002 and *L. plantarum* DmCS_001 [12]. Cultures were grown from glycerol stocks on modified MRS medium (reagents from Sigma unless specified otherwise): 0.2% triammonium citrate, 0.02% magnesium sulfate heptahydrate, 0.005% manganese sulfate tetrahydrate, 0.5% sodium acetate, 0.2% dipotassium hydrogen phosphate, 2% glucose, 1.25% vegetable peptone (Becton Dickinson), 0.75% yeast extract [12]) containing 1.2% agar (Apex), either aerobically (*Acetobacter* spp.) or under CO2 (*Lactobacillus* spp.). To generate the bacterial inoculum, monocultures were grown overnight at 30 °C in 10 ml modified MRS medium, with or without shaking for *Acetobacter* and *Lactobacillus* species, respectively. After one wash in mMRS, the density of each bacterial culture was determined by OD_600_, normalized to 10^8^ CFU ml^−1^, as in [12], and the five cultures were combined in equal proportion. Flies were reared and maintained in the same vials until sampling as adults at 7–9 days after eclosion.

### RNA preparation and sequencing

On dry ice (−80 °C), replicate vials were pooled and male flies sorted into chilled sterile microcentrifuge tubes containing 110 μl of 1.4 mm lysing matrix (MP Biomedicals), 500 μl buffer RLT (Qiagen), and 5 μl β-mercaptoethanol. Flies were immediately homogenized at 4.0 m/s for 30 s on a Fastprep-24 (MP Biomedicals) and frozen at −80 °C. RNA was isolated using the RNeasy mini kit (Qiagen) and prepared for sequencing with the TruSeq RNA Sample Prep Kit v2 – Set A (Illumina RS-122-2001, Additional file 11: Table S7). The samples were sequenced (50 bp single end reads) on the Illumina HiSeq 2500 platform in multiplexed pools of 6 samples per lane.

### Data analysis

Libraries were inspected for quality using FastQC (0.11.3) and aligned to *Drosophila* genome dm6 with TopHat2 (2.0.14). Between 77.6 and 92.3% of reads per library were successfully aligned. BAM files were converted to SAM files using SAMTOOLS (1.2), and reads were enumerated with HTSeq (0.6.1). A custom GTF file was used, combining regions containing multiple genes into pseudo-features. All commands used are included in Supplementary Materials (Additional file 12). This procedure aligned reads to 17,148 genes (Additional file 13: Dataset S1).

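The count files hold 17148 features each, of which 16822 are single genes and 326 are fused features that stand for overlapping genes. In the 36 samples, 16478 features had at least 1 count, and between 15137 and 15543 features were counted per sample. The counts of all 36 samples were the same as those of Dataset S1 over the 1999 features that could be compared. Positions in dm6 were found for 16592 of the single genes.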

All analysis after alignment was performed in R v3.1.2. The full R script used for analysis is provided in Supplementary Materials (Additional file 12). The effect of microbiota on gene expression was modeled with DESeq, accounting for host genotype and sequencing lane as covariates. All other analyses were performed after applying the variance-stabilizing transformation (VST) included in the DESeq package [35] (Additional file 14: Dataset S2), to achieve heteroscedasticity in the reads.

Microbiota-dependent changes in the transcriptional network were analyzed by Differential Coexpression Analysis (DiffCoEx) [21], which modifies procedures from Weighted Gene Coexpression Network Analysis (WGCNA) [36]. After filtering for quality control, 12,754 genes were submitted to DiffCoEx. Briefly, adjacency matrices (signed squared Spearman's rank correlation matrices) were calculated separately for transcripts in axenic and gnotobiotic flies, and the differences between these matrices calculated. A Topological Overlap Matrix (TOM) was calculated from the matrix of correlation change. To find modules of genes exhibiting common structural changes between the two microbial conditions, genes were clustered by average hierarchical clustering, using the TOM as a distance metric. Modules were defined by the “hybrid” method of dynamic tree cutting [37], cutting the tree at a height of 0.79 (71.2% of total height range in the tree), requiring a minimum cluster size of 100 genes. Representative “Eigengene” expression values [36], determined as the first principal component of expression values of genes within each module, were used to find modules showing similar structural changes, by hierarchical clustering using Euclidian distance, and modules with Eigengenes that branched at a height of ≤0.2 were merged. Significance of within-module and between-module changes in correlation were calculated by 1000 iterations of permutation tests as in [21]. Coexpression metrics were calculated as squared Spearman's rank correlation matrices, because squared correlation matrices are the basis of our transcriptional networking approach (above). These values were not re-signed (so that the mean was not zero), such that a higher value corresponds to stronger gene-gene coexpression, irrespective of the sign of the correlation. Gene Ontology (GO) enrichment was determined by GORILLA (http://cbl-gorilla.cs.technion.ac.il/) and/or the BiNGO plugin in Cytoscape for transcriptional networks.

## Additional files

Additional file 1: Text S1. Supplementary Text: Analysis of Differential Gene Expression Patterns. (DOCX 17 kb)
Additional file 2: Table S1. Differential gene expression between axenic and gnotobiotic flies. Microbiota-dependent changes in average expression were analyzed using DESeq, with a model that included sequencing lane and fly line as cofactors. The table shows gene name in FlyBase format, fold change expression (change in fitted coefficients, log_2_ scale) and *p*-values (FDR). (DOCX 22 kb)
Additional file 3: Figure S1. Tissue tropism of differential gene expression in axenic and gnotobiotic flies. For the set of 177 genes that were differentially expressed between axenic and gnotobiotic flies, the bars show the frequency of genes which were enriched in each given tissue relative to the whole body in the FlyAtlas dataset. (PDF 103 kb)
Additional file 4: Table S2. Gene ontology enrichment, full sets of terms and differentially expressed genes for (a) biological process enriched in axenic flies, (b) molecular function enriched in axenic flies, (c) cellular component enriched in axenic flies, (d) biological process depleted in axenic flies, (e) molecular function depleted in axenic flies, (f) cellular component depleted in axenic flies. (CSV 55 kb)
Additional file 5: Table S3. Gene membership of transcriptional modules. The table shows gene identifiers and names in FlyBase format, the module to which the gene was assigned, and whether the module exhibited significantly altered network structure (differential coexpression, i.e., TRUE) between axenic flies and gnotobiotic flies. Significant differential coexpression can indicate changes within a module or between two modules, see Fig. 1. (CSV 457 kb)
Additional file 6: Table S4. Frequency of data permutations with dispersion statistic greater than observed, within individual modules and between pairs of modules. 

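The table gives, for each module and each pair of modules, how many of 1000 random splits of the 36 samples produced a change in correlations at least as large as that between axenic and gnotobiotic flies. A count of 50 or fewer corresponds to a permutation p of 0.05. Recomputed from the counts, 6 of the 66 cells had 50 permutations or fewer, the same 6 cells as in the table. They were modules 4, 5, 6 and 8 with 13, 0, 2 and 1 permutations, modules 5 and 11 with 5, and modules 7 and 9 with 23. The remaining cells ranged from 90 permutations, for module 7, to 1000.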

Permutation tests suggesting significant changes (≤50/1000 permutations﻿ i.e., *p* ≤0.05) are underscored. (DOCX 15 kb)
Additional file 7: Figure S2. Coefficients of variation per gene in axenic and gnotobiotic flies. 

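A gene's coefficient of variation is its standard deviation across the 18 lines divided by its mean, here on variance-stabilized values, for which the mean is far from 0 and the ratio is small. The medians per module ran from 0.0148 in module 3 to 0.0306 in module 11 in axenic flies, and from 0.0190 to 0.0381 for the same modules in gnotobiotic flies. On size-factor-normalized counts, without the transformation, the medians over all genes were 0.210 in axenic and 0.253 in gnotobiotic flies.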

Coefficients of variation across all lines were calculated per gene. The grey line indicates the null of equivalence between the two conditions. (PDF 875 kb)
Additional file 8: Figure S3. Mean expression per transcriptional module in axenic and gnotobiotic conditions. Each bar shows mean expression of all genes assigned to each given transcriptional module. Color coding corresponds to Fig. 1b. (PDF 177 kb)
Additional file 9: Table S5. GO enrichment amongst microbiota-dependent transcriptional modules. Enrichment of GO terms in microbiota-dependent modules was analyzed in Cytoscape using BINGO. The table shows transcriptional module identifiers, description of GO terms enriched (FDR ≤ 0.05) in each module, the GO term identifiers, and *p*-values (FDR). (CSV 31 kb)
Additional file 10: Table S6.
*Drosophila* lines used in this study. (DOCX 13 kb)
Additional file 11: Table S7. Adapter sequences used for RNA sequencing. (DOCX 12 kb)
Additional file 12: Data analysis tools. The unzipped folder contains (1) parameters used to align and count reads (align_count_index_reads.txt) and (2) an R script to replicate the data analysis. See README file and R script within folder for instructions. (ZIP 15304 kb)
Additional file 13: Dataset S1. Read counts per gene. Each column denotes a different sample. See Table S4 for line name information. Samples suffixed by “a” are axenic, samples suffixed by “g” are gnotobiotic. Reads aligning to genomic regions coding for multiple genes are tabulated to a feature representing the multiple possible genes. (CSV 2506 kb)
Additional file 14: Dataset S2. Variance-stabilized read counts. Dataset S1 with a variance-stabilising transformation applied using functions provided by the DESeq library. (CSV 7395 kb)

## Abbreviations

CFU: Colony-forming units
DC: Differentially coexpressed
GO: Gene ontology
SREBP: Sterol regulatory element binding protein
VST: Variance-stabilising transformation
WGCNA: Weighted Gene Coexpression Network Analysis

# Supplementary material for: The Drosophila transcriptional network is structured by microbiota
**Source:** BMC Genomics. 2016 Nov 25;17:975. doi: 10.1186/s12864-016-3307-9
**Supplement:** Additional file 1: Text S1. — Supplementary Text: Analysis of Differential Gene Expression Patterns.

**Supplementary Text: Analysis of Gene Expression Patterns**

The first analysis of gene expression patterns in 17 *Drosophila* lines of diverse geographic origin identified genes that were differentially expressed (DE) between axenic (germ-free) and gnotobiotic flies (with standardized microbiota). In total, 177 genes were DE (FDR ≤ 1%) between the gnotobiotic and axenic flies (Additional File 2, table S1), comprising 51 genes upregulated and 126 genes downregulated in axenic flies, relative to gnotobiotic flies. 

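In the main fit, edgeR's quasi-likelihood test with the line as a block, 1181 features passed an adjusted p of 0.01 (Benjamini-Hochberg adjustment), 387 of them higher and 794 lower in axenic flies. With DESeq2's size factors in place of TMM it was 1192 and with limma-voom 1188, while DESeq2's Wald test gave 1549, of which 582 were higher in axenic flies. Filters on low counts gave 1238 (at least 10 counts in every sample, 12109 features) and 1281 (edgeR's default filter, 14611 features). At an adjusted p of 0.05 the number was 2330. Leaving out the 3 lines of a run number in turn gave between 693 and 969. The largest shift among the alternatives chosen before the files arrived came from leaving out the block for lines, with 15 genes. A further setting, chosen after the files were seen, took each gene's dispersion from a fitted curve that ignores the line and the microbiota, as the authors' script does, and gave 179 genes, 51 higher and 128 lower in axenic flies. It also used size factors in place of TMM and a likelihood-ratio test in place of the quasi-likelihood test. Of the 177 rows of Table S1, 145 could be matched to a feature by symbol. All 145 changed in the direction the table gives, 117 of them passed the threshold in the main fit, and all 145 passed it with the dispersion from the fitted curve.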

These genes had functions congruent with results from previous studies [1, 2], including various metabolic enzymes (e.g. maltases, lipases, amylases) and metabolic and immune signaling molecules, as well as antimicrobial peptides (e.g. *Defensin, Diptericin*). 

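*Def* (Defensin), on 2R from 10054178 to 10054576 (dm6), had 1.94 ± 1.08 CPM (SD, n = 18 lines) in axenic and 5.48 ± 3.64 in gnotobiotic flies. Its log2 fold change of 1.425 (standard error 0.15, adjusted p = 2.00e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) had the same direction in 18 of 18 lines. The *Diptericin* genes *DptA* (2R, 18865765 to 18866260) and *DptB* (2R, 18867391 to 18867895) are neighbouring paralogs, whose reads the counting could have split or discarded. *DptA* rose from 3.36 ± 2.60 CPM in axenic to 25.4 ± 38.8 in gnotobiotic flies, a log2 fold change of 2.208 (standard error 0.413, adjusted p = 8.35e-04 from edgeR's test) shared by 15 of 18 lines. For *DptB* the log2 fold change was 1.665 (standard error 0.305, adjusted p = 6.76e-04 from edgeR's test, 16 lines). Among the genes past the threshold that changed the same way in at least 15 lines, the 10 with the largest changes were all higher in gnotobiotic flies and ran from *AttD* at 3.105 (17 lines) to *CecC* at 1.734 (16 lines). *AttD*, *edin*, *Dro*, *AttC*, *CecC* and *DptA* were among them, with *CG14499*, *CG9759*, *CG43659* and *CG45045*. *AttD* had low counts in axenic flies, at 0.1235 ± 0.137 CPM, and the standard error of its log2 fold change was 0.2575. The lipase *bmm* was higher by 0.535 (17 lines). The spread between lines was large in the peptide genes, but with each line left out in turn the log2 fold change stayed between 1.345 and 1.499 for *Def* and between 1.971 and 2.448 for *DptA*. Dropping the block for lines changed these results most. Adjusted p-values from edgeR's test were then 0.00687 for *Def*, 0.00652 for *DptA* and 0.00982 for *DptB*, which passed the threshold under each setting. *AttD* and *AttC* passed as well. The other genes among the 10 did not, with adjusted p-values of edgeR's test from 0.0121 for *CG9759* to 0.601 for *CG43659*, nor did *bmm* (0.0871). From the identity of such genes, the paper reasons that the functions affected were congruent with those in earlier studies.

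**Figure D6:**
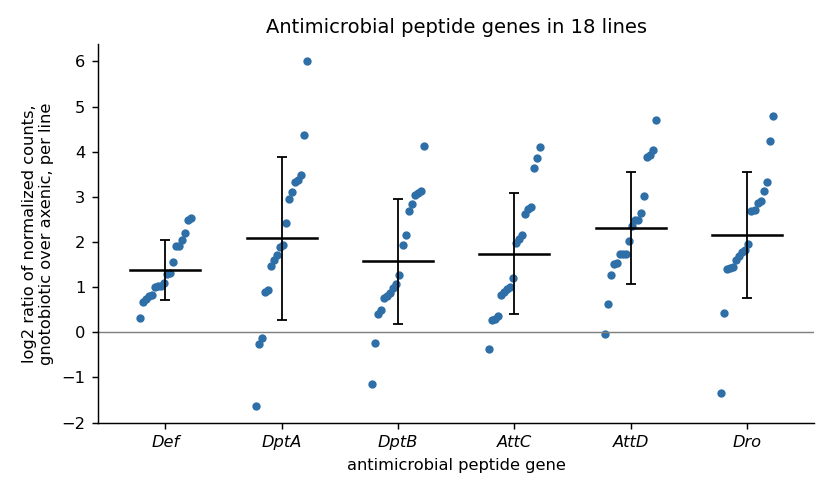
Log2 ratio of normalized counts, gnotobiotic over axenic, for 6 antimicrobial peptide genes, with a point per line (18 lines), the mean as a horizontal line and bars of 1 SD. All 18 points lie above 0 for *Def*, 17 for *AttC*, *AttD* and *Dro*, 16 for *DptB* and 15 for *DptA*.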

By reference to the FlyAtlas dataset [3], the majority of microbiota-responsive transcripts were likely enriched in the midgut (Additional File 3: Fig. S1). To gain a high-level overview of likely functional effects of these differences in gene expression, Gene Ontology (GO) enrichment analysis was performed. This analysis pointed to upregulation of lipid and sterol transport, and downregulation of immunity and nucleic acid metabolism in axenic flies (Additional File 4: Table S2). Together, the differential expression and GO analyses confirmed the effect of microbiota on mean expression of individual genes with metabolic functions, and suggested that these changes are conserved amongst genetically diverse lines.

Although the changes identified in this study between axenic and gnotobiotic flies are fully consistent with expectations based on the published literature, this study revealed relatively few genes that were differentially expressed (i.e. altered mean expression) between axenic and gnotobiotic flies across the 17 *Drosophila* lines, compared to published studies that focus on single *Drosophila* lines [1, 2, 4]. The large sample size in the present study precludes low statistical power as an explanation for this discrepancy. One possible explanation is that host genotype and the microbiota have interactive effects on host gene expression, consistent with known patterns in *Drosophila* nutritional phenotypes [5, 6]. 

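Each line has 1 axenic and 1 gnotobiotic pool, so the effect of the microbiota within a single line has no replicates and a line-specific effect cannot be tested gene by gene. A coarser test was possible between groups of lines and was added after the files were seen. An interaction of microbiota with panel (4 lines of the Genetic Reference Panel against 13 Global Diversity Lines) was tested over 16470 features with edgeR's quasi-likelihood test, and 0 features passed an adjusted p of 0.01 or of 0.05 (Benjamini-Hochberg adjustment). With 4 lines in the smaller group, interactions of moderate size may have gone undetected, and the power of the test was not measured. Of the 1181 genes with an overall effect, 1076 had the same direction in at least 15 of the 18 lines. The paper reasons that its design isolates global changes across lines and leaves effects of the genetic background undetected.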

Our study was designed to isolate only global changes in expression across the 17 genetically-diverse *Drosophila* lines, and therefore does not detect context or background-specific effects that may underlie genotype-by-microbiota statistical effects. Additionally or alternatively, some effects of the microbiota on gene expression may be tissue-specific, and changes identified in previous tissue-specific studies, particularly the gut, are potentially undetectable in the whole-fly analyses conducted here. An interesting issue for future research is the contribution of expression patterns in specific tissues – particularly the gut - to the overall architecture of the microbiota-dependent transcriptome, and the extent to which microbial metabolites and other infochemicals might contribute to long-distance effects of the microbiota on host gene expression patterns.

1. Alenghat T, Artis D: **Epigenomic regulation of host-microbiota interactions**. *Trends Immunol* 2014, **35**(11):518-525.

2. Erkosar B, Defaye A, Bozonnet N, Puthier D, Royet J, Leulier F: **Drosophila microbiota modulates host metabolic gene expression via IMD/NF-kappaB signaling**. *PLoS One* 2014, **9**(4):e94729.

3. Chintapalli VR, Wang J, Dow JA: **Using FlyAtlas to identify better Drosophila melanogaster models of human disease**. *Nat Genet* 2007, **39**(6):715-720.

4. Guo L, Karpac J, Tran SL, Jasper H: **PGRP-SC2 promotes gut immune homeostasis to limit commensal dysbiosis and extend lifespan**. *Cell* 2014, **156**(1-2):109-122.

5. Chaston JM, Dobson AJ, Newell PD, Douglas AE: **Host genetic control of the microbiota mediates Drosophila nutritional phenotype**. *Appl Environ Microbiol* 2015.

6. Dobson AJ, Chaston JM, Newell PD, Donahue L, Hermann SL, Sannino DR, Westmiller S, Wong AC, Clark AG, Lazzaro BP *et al*: **Host genetic determinants of microbiota-dependent nutrition revealed by genome-wide analysis of Drosophila melanogaster**. *Nat Commun* 2015, **6**:6312.

# Supplementary material for: The Drosophila transcriptional network is structured by microbiota
**Source:** BMC Genomics. 2016 Nov 25;17:975. doi: 10.1186/s12864-016-3307-9
**Supplement:** Additional file 2: Table S1. — Differential gene expression between axenic and gnotobiotic flies. Microbiota-dependent changes in average expression were analyzed using DESeq, with a model that included sequencing lane and fly line as cofactors. The table shows gene name in FlyBase format, fold change expression (change in fitted coefficients, log2 scale) and p-values (FDR).

* Reads aligning to regions coding >1 gene are listed using the FlyBase IDs for the multiple genes.

** Fold-changes calculated by DESeq from expression coefficients.

*** Benjamini-Hochberg correction, P-value for microbiota accounting for sequencing lane and *Drosophila* genotype.

# Supplementary material for: The Drosophila transcriptional network is structured by microbiota
**Source:** BMC Genomics. 2016 Nov 25;17:975. doi: 10.1186/s12864-016-3307-9
**Supplement:** Additional file 6: Table S4. — Frequency of data permutations with dispersion statistic greater than observed, within individual modules and between pairs of modules. Permutation tests suggesting significant changes (≤50/1000 permutations﻿ i.e., p ≤0.05) are underscored.

| Table S4. Frequency of data permutations with dispersion statistic greater than observed, within individual modules and between pairs of modules. Permutation tests suggesting significant changes (≤50/1000 permutations) are underscored. | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Module number | 1 / turquoise | 2 / blue | 3 / brown | 4 / yellow | 5 / green | 6 / red | 7 / black | 8 / pink | 9 / magenta | 10 / purple | 11 / greenyellow |
| 1 / turquoise | 514 | 541 | 151 | 1000 | 1000 | 1000 | 1000 | 714 | 373 | 784 | 1000 |
| 2 / blue |  | 1000 | 987 | 1000 | 1000 | 1000 | 525 | 831 | 1000 | 381 | 720 |
| 3 / brown |  |  | 1000 | 1000 | 1000 | 1000 | 139 | 88 | 1000 | 675 | 991 |
| 4 / yellow |  |  |  | **11** | 1000 | 198 | 928 | 187 | 848 | 1000 | 1000 |
| 5 / green |  |  |  |  | **0** | 730 | 962 | 336 | 1000 | 996 | **0** |
| 6 / red |  |  |  |  |  | **1** | 922 | 941 | 999 | 114 | 262 |
| 7 / black |  |  |  |  |  |  | 77 | 907 | **21** | 996 | 765 |
| 8 / pink |  |  |  |  |  |  |  | **0** | 440 | 1000 | 812 |
| 9 / magenta |  |  |  |  |  |  |  |  | 989 | 413 | 432 |
| 10 / purple |  |  |  |  |  |  |  |  |  | 85 | 998 |
| 11 / greenyellow |  |  |  |  |  |  |  |  |  |  | 408 |

# Supplementary material for: The Drosophila transcriptional network is structured by microbiota
**Source:** BMC Genomics. 2016 Nov 25;17:975. doi: 10.1186/s12864-016-3307-9
**Supplement:** Additional file 10: Table S6. — Drosophila lines used in this study.

Table S6 *Drosophila* strains used in this study

| Line name | Collected from |  |
| --- | --- | --- |
| (a)_Outbred Laboratory Stock | | |
| CantonS | USA |  |
| (b) Drosophila Genetic Reference Panel | | |
| RAL_306 | North Carolina, USA |  |
| RAL_318 |  |  |
| RAL_42 |  |  |
| RAL_555 |  |  |
| (c) Global Diversity Lines | | |
| N01 | Netherlands |  |
| N04 |  |  |
| N15 |  |  |
| ZW184 | Zimbabwe |  |
| I16 | New York, USA |  |
| I34 |  |  |
| I38 |  |  |
| B04 | Beijing, China |  |
| B10 |  |  |
| B17 |  |  |
| T01 | Tasmania, Australia |  |
| T05 |  |  |
| T29A |  |  |

Lines provided by (a) M. Wolfner, (b) B. Lazzaro, and (c) A. Clark

# Supplementary material for: The Drosophila transcriptional network is structured by microbiota
**Source:** BMC Genomics. 2016 Nov 25;17:975. doi: 10.1186/s12864-016-3307-9
**Supplement:** Additional file 11: Table S7. — Adapter sequences used for RNA sequencing.

Table S7. TruSeq RNA Sample Prep Kit v2 Set A Indexed Adapter Sequences

| Adapter | Sequence |
| --- | --- |
| AR002 | CGATGT(A) |
| AR004 | TGACCA(A) |
| AR005 | ACAGTG(A) |
| AR006 | GCCAAT(A) |
| AR007 | CAGATC(A) |
| AR012 | CTTGTA(A) |
| AR013 | AGTCAA(C) |
| AR014 | AGTTCC(G) |
| AR015 | ATGTCA(G) |
| AR016 | CCGTCC(C) |
| AR018 | GTCCGC(A) |
| AR019 | GTGAAA(C) |

How the deposited data were processed for this re-analysis (not part of the article)

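RNA of whole male flies from 18 *Drosophila* lines, each reared axenic and gnotobiotic, was measured in 36 samples, 1 pool of flies per line and condition. Conditions and lines were taken from the sample labels and Table S6, and the sequencing lane from the run number that the authors gave each sample, used only as a technical batch.

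The authors deposited raw counts, the number of reads per gene or fused feature. They aligned 50 bp single-end reads to dm6 with TopHat2, converted the alignments with SAMTOOLS and counted uniquely aligned reads with HTSeq, without regard to strand, on an annotation in which overlapping genes were fused into shared features. No normalization or filter had been applied to these counts. A sample had between 21290014 and 42047254 counts on 17148 features. The chosen floor of 3 counts thus corresponds to between 0.0713 and 0.141 CPM (counts scaled to a library of 1000000 counts), and lower values rest on fewer reads. Everything else was computed here from the counts. Gene symbols and dm6 positions came from the reference annotation and from the authors' gene tables.

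Differential expression between gnotobiotic and axenic flies was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, TMM normalization, Benjamini-Hochberg adjustment, threshold 0.01 as in the paper) on the 16478 features with at least 1 count, with the line as a block. The authors used DESeq with line and lane as covariates. Each line lies in 1 lane, so a block for lines already holds the lane. DESeq2 1.42.0 and limma 3.58.1 served as alternative tests. The genes named in the text were chosen by a rule set before the files arrived. They are the 10 features with the largest absolute log2 fold change among those past the threshold that changed the same way in at least 15 of the 18 lines, and every gene that the paper names in its results, Text S1 or Fig. 3.

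Coexpression was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Counts were divided by median-of-ratios size factors, and Spearman's rho across the 18 lines was taken within each condition for all pairs of the 16292 genes whose counts varied in both conditions. Modules were derived by the steps of DiffCoEx as the paper describes them, with adjacencies from signed squared rho, the topological overlap of their differences between conditions, average linkage, a hybrid tree cut at a height of 0.79 with at least 100 genes per module, and merging at a height of 0.2. The packages were not installed, so these steps were written anew. A first version of the tree cut gave modules of other sizes than the paper's and was corrected against the published description of the method, after which 1998 of 1998 genes in the available part of Table S3 fell in the module of the table. The dispersion of a module was tested by 1000 free splits of the 36 samples into 18 and 18, as in the paper. The coexpression index is the squared rho. Coefficients of variation and module means used variance-stabilized values from DESeq's formula. Mean expression per module was compared by a paired permutation test with 100000 sign changes, and relations between pairs of nutrient signaling genes by 100000 permutations, with Benjamini-Hochberg adjustment over 182 relations. Where a difference rests on many genes or gene pairs, 100 splits that swap labels within lines were drawn, and 40 for the fits of differential expression, which take longer. The real labels are 1 of the splits in each case.

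Each script was tested on simulated data with known answers. In simulated counts with 200 changed genes, edgeR recovered 200 with 0 false calls. Simulated blocks of 120 genes were recovered in full as modules. In the comparison of modules between splits, 300 planted genes were recovered in the same module. That simulation also showed which of its measures can tell a planted change from other splits. The number of genes in modules past the threshold was as large in 1 of 20 simulated splits, the planted one, but the number of assigned genes was as large in 9 and the largest dispersion in 11, so the latter measures have little power. The planted genes were strongly coexpressed in 1 condition and independent in the other, and weaker changes were not simulated.

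Each choice was varied alone, with lines left out in turn, run numbers left out in turn, other normalizations, correlation measures, filters on low counts and thresholds, and with lane means subtracted. Exceptions are the alternative tests of differential expression and the dispersion from the fitted curve. The latter came with size factors and a likelihood-ratio test. The alternatives, the designs of the tests and the sample mapping were fixed before the processed files arrived. A further 4 alternatives were added after the files were seen, namely a dispersion from the fitted curve, an interaction of microbiota with panel, another definition of the microbiota-independent pairs and the IIS genes without *foxo*. Leaving out each of the 153 pairs of lines for the coexpression index of modules was likewise added after the files were seen. Gene ontology enrichment and tissue enrichment in FlyAtlas were not analysed here. The effect of the microbiota within a single line was not tested, because each line has 1 pool per condition. Plots were drawn with matplotlib 3.10.9.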

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

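The text of the paper does not mention eggshell genes. In flies sorted as males, the summed counts of 5 vitelline membrane genes and 6 chorion genes were found far above the level of the other pools in the gnotobiotic pool of line B04, at 926.152 CPM (95% Wilson interval 916 to 936), and in the gnotobiotic pool of line T01, at 47.1139 CPM (95% Wilson interval 45.1 to 49.2). The 2 pools differ, since both sets were raised in gnotobiotic B04, while in gnotobiotic T01 the vitelline membrane genes had 46.1 CPM (median 0.228) and the chorion genes 1.0004 (median 3.26). The axenic pools of these lines had 3.5999 and 0.997 CPM, the median over the 36 pools was 3.54, the highest axenic pool had 5.43, and the third highest pool, gnotobiotic B10, had 5.90. These values were flagged because they exceed those of the axenic pools in genes that the paper does not discuss. The list of eggshell genes and the prediction were written before the counts were tabulated per pool. Ahead of the rule that a gene must change in the same direction in 15 lines, such genes had the largest log2 fold changes of all features, led by *Cp36* at 8.314 and *Cp38* at 8.172. Without line B04 these were -0.473 and 0.320, but *Vm34Ca* kept 4.544 (adjusted p = 0.003005 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Vm26Aa* 4.165 (adjusted p = 0.005711 from the same test), so leaving out this line does not remove the change in all eggshell genes.

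The technical explanation weighed was RNA of female flies in some pools. It predicted that at least 80% of the summed eggshell CPM would lie in 2 pools or fewer, and that the pool with most chorion counts would also have most vitelline membrane counts. The 2 highest pools held 89.5526% of the sum, and gnotobiotic B04 was highest for both sets, with 830 CPM for chorion and 96.0 for vitelline membrane genes. Female flies or female tissue is therefore a candidate explanation for gnotobiotic B04, as a hypothesis. Gnotobiotic T01, without raised chorion genes, does not share the full pattern, and no other explanation was tested for it. Its yolk protein genes had 39.9 CPM, against 7.03 in its axenic pool. Those of I16, where eggshell genes were not raised, had 39.9 CPM in the axenic and 124.7 in the gnotobiotic pool. Other female-enriched genes do not single out the same pools throughout, and were also raised in axenic pools. Yolk protein genes were highest in gnotobiotic B04 (1451 CPM, median 10.4), followed by the axenic pool of RAL_306 (1082 CPM, against 12.5 in its gnotobiotic pool). The oocyte gene *osk* was highest in both pools of I16, gnotobiotic (184.3 CPM, median 0.392) and axenic (109 CPM), where eggshell genes were not raised, and gnotobiotic B04 had 88.4 CPM. Reads shared between gene copies were not tested. A biological response of males to the microbiota would be expected in more than 2 of 18 lines, which was not seen, but it was not tested further. The eggshell genes made up 0.0926% of the counts of gnotobiotic B04, a share that leaves out any other female transcripts. Results with this line left out are among the leave-one-out ranges of each result. Coexpression with both B04 and I16 left out is given under the other observations.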

How the results depend on the processing

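Each of 84 results was recomputed under 2095 alternatives in all, and 1978 were labelled unchanged. These kept their direction and their side of the threshold, or moved by less than a standard error estimated by leaving out lines. Counts were labelled unchanged within 1.5 times. For the permutation p of modules 4, 5 and 6, an alternative was set equal to the main value and could not change. Of the 84 results, 36 kept the unchanged label under every alternative. Of the 27 headline results, 10 kept that label throughout, among them the coefficient of variation over all genes, the permutation p of modules 5, 8 and 5 with 11, the number of modules with changed mean expression, and the coexpression index of modules 4, 5, 8 and the microbiota-independent modules. This label does not mean equal values. The difference for module 4 fell from 0.156 to 0.0698 with lane means subtracted, and the 3 modules with changed mean expression (1, 7 and 11) became 4 on log2 CPM (3, 6, 9 and 11). The rows that changed were 63 weaker, 12 stronger, 10 reversed and 32 moved. For the 36 named genes, leaving out the block weakened 13 of the 18 that passed, and 19 of the 36 were unchanged throughout.

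The number of differentially expressed genes (1181, with 387 higher and 794 lower in axenic flies) depended on the treatment of the lines. It was 15, 0 and 15 with no replicate block, and 179, 51 and 128 with the dispersion from the fitted curve, chosen after seeing the data. Both leave the large differences between lines in the noise, which could explain the lower numbers. The second also changed the normalization to size factors and the test to a likelihood-ratio test. A threshold of 0.05 gave 2330, 1050 and 1280 genes, and DESeq2's Wald test gave 582 higher in axenic flies. Leaving out the 3 lines of a run number gave 732 and 693 genes in total at the lowest, 242, 158 and 173 higher and 520 lower in axenic flies, where fewer lines also mean less power. The block for lines also takes up differences between lanes, since each line lies in 1 lane.

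The difference in median absolute rho over all genes (0.00826) was 0.01445 for genes with at least 10 counts in every sample and 0.01651 with lane means subtracted. The gap between distributions (0.0225) was 0.0363932 with Pearson's r, 0.0362739 with the filter and 0.0386562 with lane means subtracted. Low counts give ties and noisy ranks, which may dilute correlations, so the filter could act in this way. The default cut height assigned 16292 genes to modules, the filter on low counts left 10735 of 12109 genes assigned, in 12 modules, and a minimum cluster size of 50 gave 18 modules.

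Swapping labels within lines, the replicate block for the dispersion, gave 8 modules and 17 pairs of modules past the threshold in place of 4 and 2. With lane means subtracted 15 pairs passed and p was 0.275 for module 6, and with the filter on low counts 1 pair passed and p was 0.068 for modules 7 and 9. Across the fits that left out a line, p ran from 0.008 to 0.077 for module 4 and from 0.012 to 0.13 for modules 7 and 9, and from 1 to 3 pairs of modules passed. The coexpression index of module 6 kept a difference of 0.0179506 between conditions with lane means subtracted, so this result may rest on differences between lanes or origins of lines. With the indexing of the authors' script the differences were 0.0443289 for modules 5 and 11 and -0.0532939 for modules 7 and 9, because the gnotobiotic values are then those of other modules.

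For IIS and TOR genes, the difference in mean rho was -0.0018281 with lane means subtracted, and over the 14 lines outside the Genetic Reference Panel 9 more pairs were negative in axenic than in gnotobiotic flies. Other signs reversed for values near 0 and for *Ilp1*, whose log2 fold change of -0.233 was smaller in size than its standard error of 0.345. The mean expression of module 4 differed by -9.90e-04 on log2 CPM, and that of module 10 ran from -0.00143594 to 0.0315842 with a line left out. Log2 fold changes ran from -0.00514588 to 0.0632863 for *SPE* and from -0.00800552 to 0.0254159 for *S6kII* with a line left out. With a run number left out they were -0.00352941 and -0.021378 for *SPE*, 0.0421672 for *Ilp1* and -0.0127554 for *S6kII*.

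Depth limits *Ilp1*, with at most 9 counts per sample. Whether depth or the number of lines limits the correlations of other genes was not tested.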

Differences from the paper's values

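The paper gives 177 differentially expressed genes, 51 higher and 126 lower in axenic flies, against 1181, 387 and 794 here. None of the 31 alternatives set before the files arrived closed the gap for any of the 3 numbers, with totals between 15 and 2330. With each gene's dispersion taken from a curve fitted without line and microbiota, in a likelihood-ratio test with size factors, the numbers were 179, 51 and 128. This alternative was chosen after seeing the values.

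For modules 4, 5, 6 and 8 the paper gives 1169 genes together, and the sizes found here sum to 2049. For modules 5, 11, 7 and 9 it gives 1011 genes, against 1445 here, a smaller gap, within 1.5 times. No alternative was set for these numbers. The methods give 12754 genes submitted to DiffCoEx, against 16292 here, which is the number in the paper's results. With the filter of at least 10 counts in every sample it was 12109.

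For pairs of an IIS and a TOR gene with a negative rho in gnotobiotic flies, the paper's number is about 9 in Fig. 3, read by eye, against 17 here. Over the 14 lines outside the Genetic Reference Panel it was 9, and with Pearson's r on variance-stabilized values 11, which close the gap. The other 20 alternatives did not.

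Table S4 gives 0 permutations of 1000 with a dispersion as large for module 8, against 1 here, and 0 for modules 5 and 11, against 5 here. For module 8 the number was 0 with labels swapped within lines, with lane means subtracted, and without line B10, I34 or T29A. For modules 5 and 11 it was 0 with labels swapped within lines and without line I34. The other alternatives did not close these gaps.

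The authors' log gives a median coexpression index in gnotobiotic flies of 0.0865052 for modules 5 and 11, against 0.240291 here, and of 0.159505 for modules 7 and 9, against 0.0413329 here. With the gnotobiotic values taken within modules 1 and 2, as the authors' script indexes them, the values were 0.0865036 and 0.159508. No other alternative closed the gap.

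For *CecC*, Table S1 gives a log2 fold change of 2.12, against 1.734 here with a standard error of 0.3733. DESeq2's Wald test gave 2.15, and the gap also closed in 8 of the fits that left out a line (B17, I16, I34, I38, RAL_318, T01, T29A and ZW184) and in 3 of those that left out a run number. It remained with the other 17 of the 29 alternatives.

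The paper states that more pairs of IIS and TOR genes were negatively coexpressed in axenic than in gnotobiotic flies. The numbers found here were 17 in each condition over 18 lines. Over the 14 lines outside the Genetic Reference Panel they were 18 in axenic and 9 in gnotobiotic flies.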

Other observations

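The values in the sections above were compared with other splits of the same samples, which swapped axenic and gnotobiotic labels within lines. Of 40 splits, 1, the real labels, gave as many as 1181 differentially expressed genes, so this number was not reached by regrouping the pools. Of 100 splits, 12 gave as large a difference in median absolute rho over all gene pairs, and 9 as large a gap between the distributions. Both shares are above 0.05, so the transcriptome-wide difference of 0.00826 cannot be told apart from the differences that swapped labels produce.

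Modules are chosen for their change between conditions, so a test that keeps them fixed may overstate the change. To carry the choice along, modules were derived anew for 100 splits on a seeded sample of 3000 genes, with a minimum of 18 genes. With the real labels 1321 of these genes were assigned, against a median of 956 in the other splits, and 14 of 100 splits assigned as many. The largest dispersion within a module was reached by 61 of 100 splits, and the number of genes in modules past the threshold by 50 of 100. The simulated change was a single block of 300 genes, strongly coexpressed in 1 condition and independent in the other. With it, the last measure was as large in 1 of 20 splits, while the other measures were as large in 9 and 11 and have little power. Weaker changes, or changes spread over smaller modules, were not simulated. The power of the last measure for changes like those of the real modules is therefore unknown. As a hypothesis, the finding of modules past the threshold may therefore owe something to their selection. The sample of 3000 genes is smaller than the set that the paper used, and the test says nothing on any single module.

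For modules fixed beforehand, the stronger coexpression in gnotobiotic flies was tested against the lines and against the lane. If a few lines caused it, leaving out a line was predicted to take away at least 50% of the difference in median coexpression index of a module. The largest loss was 30.8225%, for module 4 without line B04. This test can miss a cause that 2 lines share, so each of the 153 pairs of lines was left out as well, a test chosen after seeing the other results, with its prediction written before its own. For module 4 the largest loss was 52.7452%, past the predicted 50%, without B04 and I16, so these 2 lines together are a candidate explanation there. Pools of these 2 lines, both of I16 and the gnotobiotic one of B04, also had the highest CPM of the oocyte gene *osk*. Whether female RNA bears on losses without these lines was not tested. The largest losses were 45.9% in module 8 (B04 and I16), 39.1% in module 5 (I38 and RAL_555), 39.0% between modules 5 and 11 (the same pair) and 29.1% in module 6 (B04 and RAL_306). The fall between modules 7 and 9 lost 51.0% without B04 and I16. Larger sets of lines were not left out in this way. If the lane caused it, subtracting lane means within each condition was predicted to do so, and in module 6 it took away 93.1165% of the difference. It took away 55.1% in module 4, 11.2% in module 5 and 18.8% between modules 5 and 11, and in module 8 the difference grew. The fall between modules 7 and 9 lost 83.8%. Subtracting the means of any groups of 3 lines might have the same effect. Of 100 groupings of the 18 lines into 6 groups of 3, the lanes included, 1 lost as much in module 6, namely the lanes, and the median loss of the other groupings was 19.7%. As much as with the lanes was lost in 4 of the 100 groupings between modules 7 and 9, and in 14 in module 4, where the loss is thus not particular to the lanes. The prediction for the groupings had been written for module 6 only. A candidate explanation for module 6 is thus a difference between lanes that affects the 2 conditions unequally. Another is a difference between the origins of the lines, with which the lanes largely coincide. The design separates these only in part. For modules 7 and 9 the same candidates concern only the fall in median index. The dispersion between modules 7 and 9 with lane means subtracted was 0.428, against 0.425 in the main setting, and still passed (permutation p = 0.036). For modules 5 and 8 no loss reached 50% with a line, a pair of lines or the lane means taken out. Among the other groupings of 3 lines, the largest loss was 91.0% in module 5 and 77.3% in module 8. The difference in these modules cannot be told apart from a cause shared by more lines or from the selection of the modules.

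The number of differentially expressed genes was above the paper's. The dispersion of the authors' script, which is estimated without the line and microbiota terms and taken from the fitted curve, was tested as an explanation, with a prediction written after the result had been seen. With it, 179 genes passed an adjusted p of 0.01 (edgeR's likelihood-ratio test with Benjamini-Hochberg adjustment), within 1.5 times the paper's 177. This setting, which also changed the test and the normalization, may account for the difference in number. It was the only cause tested with a prediction, and none of the 31 alternatives set before the files arrived closed the gap.

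The pairs within IIS had a higher mean rho in gnotobiotic flies by 0.304, with a permutation p of 0.0408 and an adjusted p of 0.245 over the 6 kinds of pairs tested, and this difference does not pass the adjustment.

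The predictions were otherwise written before the results that they concern. For the eggshell genes, the share of 89.5526% in 2 pools is weighed among the flagged results.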
